A study of Mus musculus with 6 samples. Its data were reported in "Progranulin aggravates lethal Candida albicans sepsis by regulating inflammatory response and antifungal immunity" (2022).

How the data were processed

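RNA sequencing was used to measure polyadenylated transcripts in macrophages of wild type (WT) mice and of mice lacking progranulin (PGRN KO), a secreted glycoprotein encoded by Grn. According to the labels, macrophages from the peritoneal cavity were plated at 2000000 cells per well and challenged with live Candida albicans at 1 fungal cell per macrophage for 6 hours. The series holds 3 WT libraries, with replicate numbers 1, 2 and 3, and 3 PGRN KO libraries, with replicate numbers 4, 5 and 6. No library of unchallenged cells was analysed here. The text of the study describes the sequenced cells as bone marrow-derived macrophages and elsewhere gives another ratio of fungus to cells for them, so that the source of the cells is not settled, and the labels were followed.

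The authors removed reads of low quality and reads with adaptors, aligned the remaining reads to the mouse genome with HISAT, counted fragments per gene with HTSeq and deposited FPKM (fragments scaled to the length of the gene model in kilobases and to the size of the library) for each library. The genome build and the annotation release are not given in the sources used here. Of the 54532 genes in the table, 99.93% were found by identifier in the GENCODE annotation of GRCm38, and 98.33% of these had the same chromosome, start and end, so coordinates are given on GRCm38. Whether the counting used strand is not given in the sources used here. The authors called differentially expressed genes with DESeq2, a model for counts. The deposited values are FPKM, and limma on a log2 scale was therefore used.

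The depth of each library was read from the values. The deposited FPKM multiplied by the deposited gene length were whole multiples of 1 step per library, within a tolerance of 0.001 of a step, for 100.0% of the values above 0 in each library. The fragments recovered in this way numbered 17174420, 15996786 and 17551619 in WT replicates 1, 2 and 3 and 16521976, 17400340 and 17291015 in PGRN KO replicates 4, 5 and 6. The library size that the authors divided by was not the sum of these fragments. It was 0.925 to 1.09 times that sum, and it equalled the median-ratio size factor of the library times 16980300, to the nearest 100, in all 6 libraries. The deposited FPKM were thus already scaled between libraries by median ratios. A tested gene had a median of 419 fragments per library, and 203 tested genes had fewer than 10 fragments per library on average. Intervals on fragments cover counting error only, since reads without molecular identifiers are not independent molecules.

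Values were analysed as log2(FPKM + 1), a scale on which the fold change of a gene with low FPKM is understated. Genes with a mean FPKM of at least 1 over the 6 libraries were tested, 8882 genes in all. Genotypes were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a mean-variance trend, no covariates, two-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene sets were tested with camera, from limma, with a preset correlation between genes of 0.01 and adjustment over the 7 sets, and fry, also from limma, was run beside it. The groups, the tests, the gene lists and most alternatives were fixed before the data were examined. Named genes followed a rule fixed at that time: Grn, 19 genes that the text of the study names, and the 5 largest changes in each direction among genes past the threshold whose groups did not overlap, leaving out predicted gene models. Values of single genes under this rule and in the lists are given only in part, and 1 of the 19 genes is not reported here by name, although it is counted in the totals. The closing section also uses lists of cell type markers, a list of sex-linked genes and the gene Nnt.

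The limma test was tested on simulated data for this comparison of 3 against 3 libraries. Fragments were drawn 10 times for the 8882 genes with a dispersion of 0.02, and 200 genes were changed by 1 on the log2 scale. On average 86.8% of the changed genes were called (range 84.0% to 89.5%), all in the right direction. False calls made up 6.6% of the calls on average (range 4.3% to 8.9%), slightly above the nominal share. The simulated libraries were equally noisy and had no length trend, whereas PGRN KO replicate 6 stood apart in the real data. These shares therefore need not hold for the real comparison.

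The alternatives fixed beforehand were pseudocounts of 0.1 and 0.01, no filter on low values, a mean FPKM of at least 5, rescaling to a TPM scale, on which each library has the same sum, median-ratio scaling, quantile normalization, no variance trend, sample quality weights, protein-coding genes only, an absolute log2 fold change of at least 1, fry, and leaving out each library. Chosen after seeing the data were a loess correction of each library for GC content and gene length (span 0.5), the same correction without PGRN KO replicate 6, limma voom on the recovered fragments, thinning to the smallest library in 1 random draw, the sum of counted fragments as library size, and gene models of at least 200 bases. GC content was available for 99.93% of tested genes. Sharing of sequence was measured as the share of a gene's 31-base words also found in transcripts of other genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.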

Results

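To examine how loss of PGRN changes the transcriptional response of macrophages to C. albicans, transcripts were compared between 3 WT and 3 PGRN KO libraries prepared after 6 hours of challenge. The libraries held 15996786 to 17551619 counted fragments, with a mean of 16907608 ± 811029 in WT and 17071110 ± 478695 in PGRN KO (SD, n = 3 each). Since every library came from challenged cells, the data compare genotypes in the presence of the fungus and hold no baseline. The study obtained PGRN KO and WT mice from different sources, so a difference between the groups cannot be assigned to genotype alone.

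The targeted gene was examined first. Grn (ENSMUSG00000034708, chromosome 11, 102430315 to 102437048, GRCm38) was measured at 324, 337 and 325 FPKM in WT replicates 1, 2 and 3. It was at 0.0166, 0 and 0.0167 FPKM in PGRN KO replicates 4, 5 and 6, which corresponded to 1, 0 and 1 fragments. Over all libraries 2 fragments were counted in PGRN KO and 56466 in WT, so that Grn in PGRN KO was 0.00328% of the WT level (95% exact interval 0.000397% to 0.0118%, counting error only). The fitted log2 fold change was -8.35 ± 0.08 (SE) with a limma adjusted p of 1.17e-08, and its size depended on the pseudocount, reaching -14.06 with a pseudocount of 0.01. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest that 3 against 3 libraries allow.

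Libraries separated by genotype on the first principal component, which carried 61.7% of the variance. PGRN KO replicate 6 lay apart from PGRN KO replicates 4 and 5 on the second component, which carried 22.5%. The Pearson correlation across genes was 0.992 between PGRN KO replicates 4 and 5, whereas it was 0.971 and 0.972 between replicate 6 and these libraries. It was 0.991 to 0.993 within WT. No pair of libraries agreed within sampling noise, the lowest chi-square per degree of freedom being 4.87, and all 6 were treated as separate samples. This does not show that they came from separate animals or cell preparations, which the labels do not give. If libraries of a genotype shared a preparation, the SDs and p-values given here would not cover variation between animals.

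**Figure D1:**
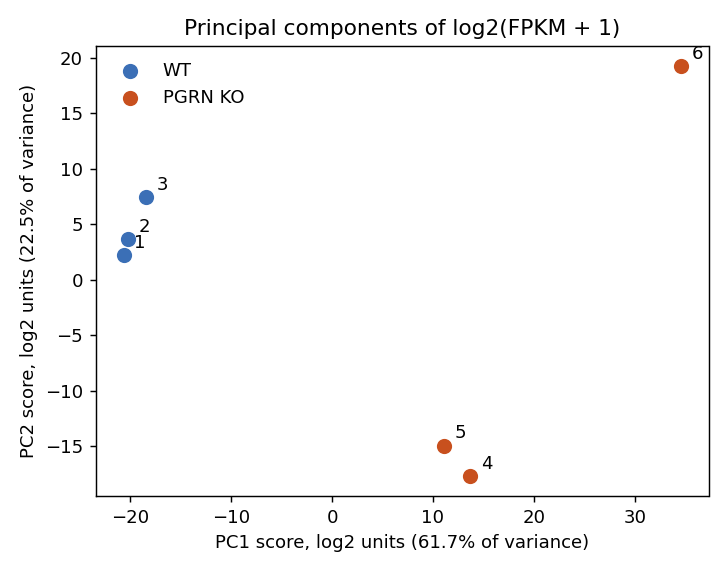
Scores of the 6 libraries on the first and second principal components of log2(FPKM + 1) over 8882 genes, with each point a library and its replicate number beside it. WT libraries lie at -20.65 to -18.45 on the first component and PGRN KO libraries at 11.09 to 34.54, with replicate 6 the farthest.

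To determine how many genes differed, 8882 genes were tested with limma. A total of 2151 genes (24.2%) passed an adjusted p of 0.05, of which 921 were significantly higher and 1230 significantly lower in PGRN KO. At an unadjusted p under 0.05 there were 3469 genes, against 444 expected by chance. The median absolute log2 fold change of the 2151 genes was 0.58, and 233 of them changed by at least 1 on the log2 scale, 142 higher and 91 lower. The groups did not overlap for 2150 of the 2151 genes. Over all tested genes the groups did not overlap for 48.8%, whereas chance gives 10%.

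The number of genes rose to 4225 with sample quality weights, and it depended on single libraries. It was 3668 without PGRN KO replicate 6 and 1390 without PGRN KO replicate 4, and it was 713, 855 and 883 without WT replicates 1, 2 and 3. The balance of directions depended on scaling. The share of called genes that were higher was 42.8% with the deposited scaling, 62.7% on a TPM scale and 63.0% with the sum of counted fragments as library size, while the median log2 fold change of all tested genes moved only from -0.031 to 0.035 and 0.052.

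The largest increases on the log2(FPKM + 1) scale among genes with separate groups were those of Aldh1b1, Cd69, Mx1, Cst7 and Syngr1. The order depended on the pseudocount, since with 0.1 the log2 fold change was 2.044 for Il15 and 1.966 for Mx1. Aldh1b1 (chromosome 4, 45799022 to 45804604) rose from 8.95 ± 0.188 to 63.6 ± 17.1 FPKM (SD, n = 3 each), a log2 fold change of 2.67 ± 0.18 (SE) with a limma adjusted p of 0.00119. Cd69 (chromosome 6, 129267325 to 129275436) rose from 3.69 ± 0.606 to 18.03 ± 4.35 FPKM. Mx1 (chromosome 16, 97447035 to 97462907) rose from 17.5 ± 2.39 to 68.7 ± 11.1 FPKM, and 8.7% of its 31-base words also occur in transcripts of other genes, Mx2 most of all. Cst7 (chromosome 2, 150570415 to 150578944) rose from 4.61 ± 0.723 to 19.3 ± 5.14 FPKM. Syngr1 (chromosome 15, 80091334 to 80119501) rose from 1.13 ± 0.128 to 6.57 ± 1.72 FPKM. Syngr1 overlaps Rpl3 on the opposite strand, so that its level is uncertain unless counting used strand. Rpl3 was at 113 ± 1.59 FPKM in WT and 127 ± 24.4 FPKM in PGRN KO, which argues against reads of Rpl3 as the source of the whole rise.

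After Grn, the largest decreases on the log2(FPKM + 1) scale among genes with separate groups were those of Ms4a4a, Mir1938, Mir6962 and Flrt3. Ms4a4a (chromosome 19, 11375523 to 11392790) fell from 33.1 ± 2.19 to 6.67 ± 2.00 FPKM, a log2 fold change of -2.19 ± 0.20 (SE) with a limma adjusted p of 0.00142. Flrt3 (chromosome 2, 140650914 to 140671469) fell from 28.8 ± 2.91 to 8.10 ± 1.24 FPKM, with a log2 fold change of -1.71. Mir1938 (chromosome 12, 40222712 to 40222811) and Mir6962 (chromosome 15, 101193869 to 101193931) are gene models of 100 and 63 bases that lie within Ifrd1 and Acvr1b on the same strand. They rested on at most 10 and 6 fragments in a WT library and at most 1 in a PGRN KO library, and their values are uncertain. The adjusted p of Mir6962 was 0.0502 without WT replicate 2.

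Next, the 19 genes that the study names for macrophages or inflammation were examined. All were tested, and 7 passed the threshold over all genes, 5 higher and 2 lower. Adjusted over the list alone, 11 passed, 6 higher and 5 lower. Of these genes, Il15ra, Ifi44, Cd69 and Csf1 were picked by the study from these libraries, so that the list count is not independent evidence for those 4. Il15ra rose from 3.20 ± 0.353 to 13.4 ± 2.44 FPKM (log2 fold change 1.77, limma adjusted p 0.00119). Ifi44 rose from 1.87 ± 0.106 to 7.97 ± 1.62 FPKM, and Csf1 from 12.9 ± 0.392 to 32.6 ± 2.13 FPKM. Il15 rose from 2.15 ± 0.744 to 8.98 ± 1.76 FPKM (log2 fold change 1.67, limma adjusted p 0.00325). Each of these 4 genes was higher in all 3 PGRN KO libraries than in any WT library.

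Syk fell from 88.4 ± 0.804 to 63.4 ± 8.11 FPKM (log2 fold change -0.48, limma adjusted p 0.0239). Its call was kept in 15 of 22 alternatives, with adjusted p from 0.000794 to 0.139. It was lost without WT replicates 1, 2 and 3 in turn (0.1, 0.0939 and 0.0820) and, with all 6 libraries, without a filter (0.0560), on the TPM scale (0.139), after quantile normalization (0.0652) and with the sum of counted fragments as library size (0.0779). Icam1 fell from 24.1 ± 2.52 to 15.1 ± 2.01 FPKM (log2 fold change -0.65, limma adjusted p 0.0133), which became 0.0562 and 0.0605 without WT replicates 1 and 2 and was 0.000719 to 0.0427 in the other 20 alternatives. A share of 14.8% of the Icam1 sequence words occurs in transcripts of other genes, mainly the overlapping Gm47079.

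Transcripts of the fungal receptors did not differ significantly. Clec4n, which encodes Dectin-2, was at 102 ± 2.82 FPKM in WT and 91.2 ± 13.5 FPKM in PGRN KO (log2 fold change -0.16, limma adjusted p 0.348). The result rested on PGRN KO replicate 6, at 107 FPKM against 81.6 and 85.3 FPKM in replicates 4 and 5; without it Clec4n was lower in PGRN KO by a log2 fold change of -0.28 with a limma adjusted p of 0.00772. Clec4n passed in 3 of 22 alternatives (adjusted p 0.00591 to 0.705), each of which left out this library or gave it a low weight. Clec7a, which encodes Dectin-1, was at 384 ± 21.9 and 376 ± 9.55 FPKM, with an adjusted p of 0.854. Clec4e was at 595 ± 63.0 and 515 ± 13.0 FPKM, with an adjusted p of 0.219. Differences in Tnf, Il6, Il1b, Ccl2, Tlr4, Src and Mapk3 were also not significant over all genes. With sample quality weights Src, Il6 and Ccl2 passed (limma adjusted p 0.0220, 0.0403 and 0.0479), and in no other alternative. Mapk3 passed in 8 of 22 alternatives (adjusted p 0.00377 to 0.179), among them the TPM scale (0.0219) and the fit without PGRN KO replicate 6 (0.00519). Cxcl1 fell from 2013 ± 500 to 1268 ± 98.8 FPKM with an adjusted p of 0.0526. It lay close to the threshold and passed in 12 of 22 alternatives (adjusted p 0.0101 to 0.173). It was 0.0350 without WT replicate 3 and 0.0477 without PGRN KO replicate 6, against 0.161, 0.147, 0.0954 and 0.126 without WT replicates 1 and 2 and PGRN KO replicates 4 and 5. With all 6 libraries it was 0.0358 on the TPM scale and 0.0159 after quantile normalization.

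**Figure D2:**
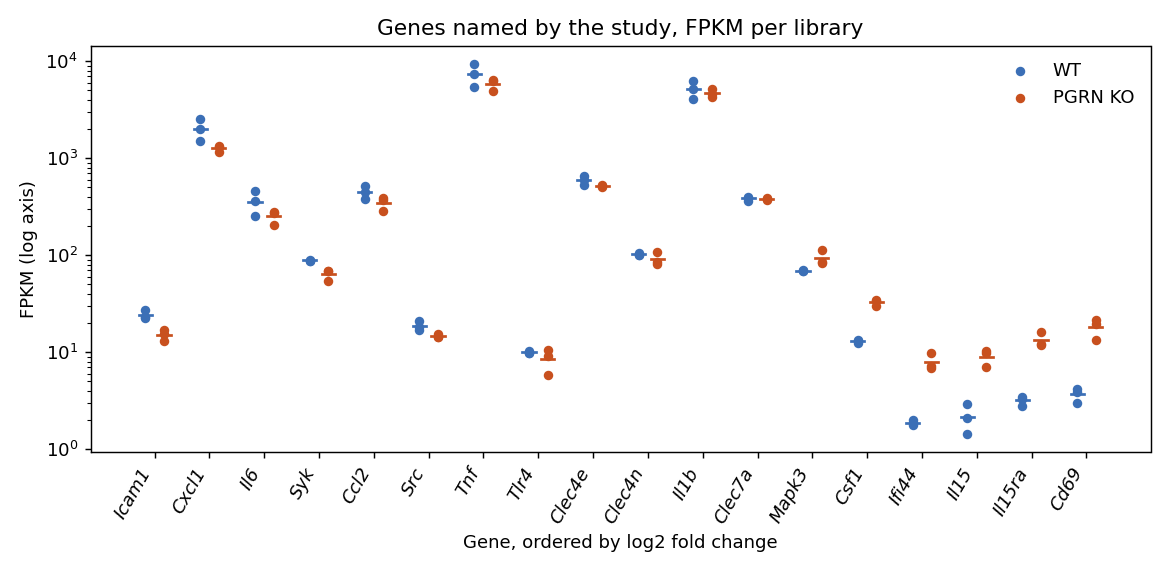
FPKM of the genes named by the study that are reported here, on a log axis, with a point for each library and a line at the mean of each genotype (n = 3). The 5 genes on the right, Csf1, Ifi44, Il15, Il15ra and Cd69, show no overlap between WT and PGRN KO.

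To compare groups of genes, 7 sets were tested with camera. Interferon-stimulated genes were significantly higher in PGRN KO. The median log2 fold change of the 39 tested members was 0.71 (adjusted p 1.14e-14), 38 were higher, and 25 passed the threshold singly, all of them higher. Lysosomal genes were also higher, with a median of 0.30 over 32 members (adjusted p 8.91e-05), of which 16 were significantly higher and 2, Npc1 and Neu1, significantly lower. Both sets kept their call when each library was left out and under fry, with adjusted p of 0.00784 and 0.00524.

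Inflammatory cytokines and NF-kB targets were lower, with a median of -0.37 over 27 members (adjusted p 0.00479); 8 were significantly lower and Il18 was significantly higher. This call was not kept under fry, with an adjusted p of 0.123. The set of the C-type lectin and Syk pathway had a median of -0.15 over 20 members (adjusted p 0.0350, and 0.00318 under fry), which became 0.0552, 0.0615 and 0.0573 without WT replicate 2, PGRN KO replicate 4 and PGRN KO replicate 5. Phagocytosis and NADPH oxidase genes had a median of -0.22 over 23 members and did not pass (adjusted p 0.111), but passed under fry (0.0256) and without PGRN KO replicate 6 (0.0404). Of 25 proliferation genes only Mki67, Mcm3 and Pcna were expressed highly enough to be tested; these 3 genes, picked out by the filter, had a median of -0.61 (adjusted p 0.0156, and 0.00318 under fry). Ribosomal protein genes, chosen as a control set, had a median of 0.17 over 50 members (adjusted p 0.00996). No single member passed, fry gave 0.531, and without PGRN KO replicate 6 the median was -0.060, so that this difference was carried by 1 library. The mean and the median had the same sign in each of the 7 sets.

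**Figure D3:**
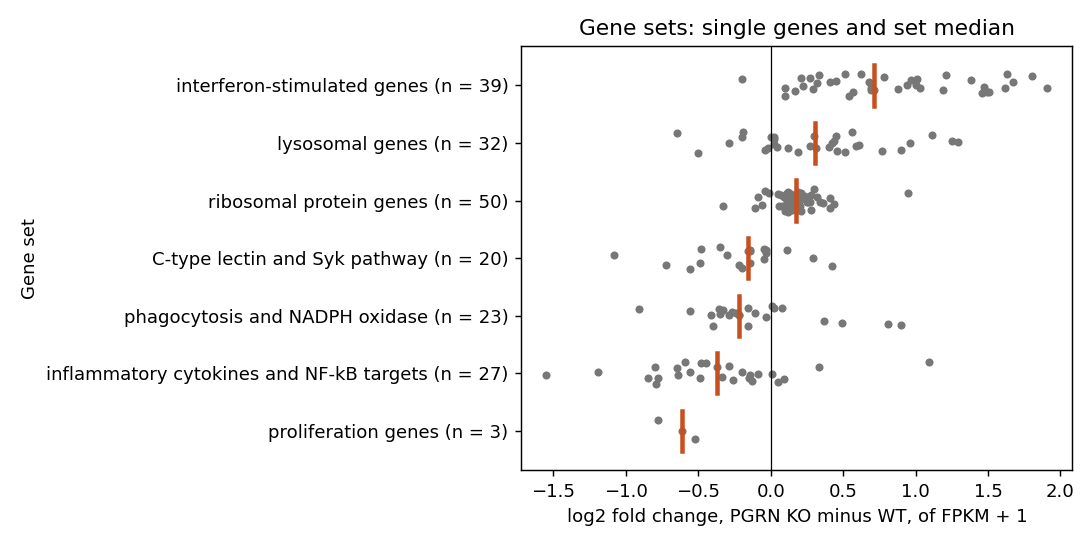
Log2 fold change of FPKM + 1, PGRN KO minus WT, for the tested members of 7 gene sets, with a point for each gene and a bar at the set median. Medians range from -0.61 for the 3 proliferation genes to 0.71 for the 39 interferon-stimulated genes.

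The deviation of PGRN KO replicate 6 followed gene length. Across genes, which are not independent replicates, the Spearman correlation of a library's deviation from the gene mean with gene length was -0.47 in this library and 0.15 to 0.24 in the other 5. Its median deviation was 0.285 for the 1777 shortest tested genes, of up to 1776 bases, and -0.289 for the 1777 longest, of at least 6950 bases. After correction for GC content and gene length, 2931 genes passed the threshold and 2004 of the 2151 genes (93.2%) were among them.

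**Figure D4:**
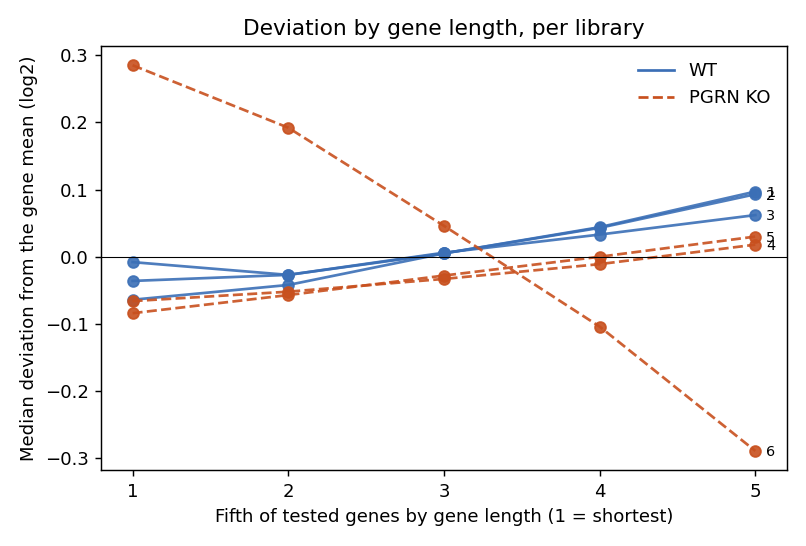
Median deviation of each library from the mean of all 6 libraries (log2) in 5 groups of tested genes of nearly equal size, ordered by gene length, with a line for each library. PGRN KO replicate 6 falls from 0.285 to -0.289, while the other libraries lie between -0.084 and 0.097.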

Values the study reported

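The study reported that, in macrophages stimulated with C. albicans, a set of genes for defence against other organisms ranked as the top 1 set raised in PGRN KO cells.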

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

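The corrections for GC content and gene length, voom, thinning, the sum of counted fragments as library size and the limit on gene model length were chosen after seeing the data. No paired analysis was possible because the WT and PGRN KO libraries share no replicate numbers.

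Grn was lower and past the threshold under all settings. Interferon-stimulated genes and lysosomal genes kept their direction and their call under all of them, fry and each library left out included. Median-ratio scaling moved little (2148 genes), since the deposited values already carry it, and says nothing about stability.

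The main count of 2151 genes (921 higher, 1230 lower) became 1366 (603 higher, 763 lower) without a filter, where 22912 genes are adjusted together. With a mean FPKM of at least 5 there were 529 higher genes and 2120 genes at an unadjusted p under 0.05, from fewer genes tested. Sample quality weights gave 4225 (1757 higher, 2468 lower); they weighted PGRN KO replicate 6 by 0.09. Requiring an absolute log2 fold change of at least 1 left 233 (142 higher, 91 lower). The TPM scale gave 557 lower genes, and the sum of counted fragments as library size gave 696. The correction for GC content and gene length gave 1433 higher genes, and with PGRN KO replicate 6 also left out 3696 (1741 higher, 1955 lower). Where no cause is given, the cause was not tested.

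Leaving out 1 library gave 713 to 3668 genes, 331 to 1438 of them higher and 382 to 2230 lower, and 2510 to 4471 at an unadjusted p under 0.05. Of the 2151 genes, 99.3% were also called without PGRN KO replicate 6 and 32.8% without WT replicate 1. The study genes past the threshold over the list alone numbered 7 to 12. A part of the loss without a WT library comes from having fewer samples, while the gain without PGRN KO replicate 6 came in spite of that. No gene past the threshold changed sign without any 1 library.

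The C-type lectin and Syk set had medians of -0.163, -0.119 and -0.063 and was no longer past the threshold with a mean FPKM of at least 5, quantile normalization and the sum of counted fragments as library size (adjusted p 0.143, 0.114 and 0.0570). With each library left out its median was -0.224 to -0.127. Phagocytosis and NADPH oxidase genes, with -0.217 in the main test, passed without a filter (median -0.217, adjusted p 0.00883), with the correction for GC content and length without PGRN KO replicate 6 (-0.121, 0.0396) and under fry (-0.217, 0.0256); with each library left out the median was -0.231 to -0.150. The inflammatory set had a median of -0.373 and did not pass under fry (0.123). Without a filter the proliferation set had a median of 0.005 (adjusted p 0.393), since members near 0 FPKM then entered.

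The ribosomal set, with a median of 0.173 and no call under fry (0.531), fell to 0.092 after the correction for GC content and length (adjusted p 0.0681). It was reversed with sample quality weights (-0.017), with that correction without PGRN KO replicate 6 (-0.037), and without this replicate alone, and ranged from -0.060 to 0.277 with each library left out. The settings that reversed it each left out this replicate or gave it a low weight.

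Among the named genes, those that changed sign were not significant in either direction. Of all 2151 called genes, 1 changed sign, under the correction for GC content and gene length with all libraries. This was Ube2d3, chosen after its values were seen, with a log2 fold change of -0.28 (limma adjusted p 0.0381) and 0.01 after the correction. Clec7a, at -0.027, was 0.028 on the TPM scale, 0.079 after quantile normalization, 0.073 with the sum of counted fragments, 0.006 with the GC and length correction without PGRN KO replicate 6, and 0.007 without WT replicate 3, and ranged from -0.073 to 0.007 with each library left out. Tnf was 0.037 and Il1b 0.129 after quantile normalization. Il1b was 0.012 without WT replicate 2, and ranged from -0.296 to 0.012 with each library left out. Tlr4 was 0.030 with the GC and length correction without PGRN KO replicate 6. Over the named genes other than Grn, 537 comparisons with the main value kept direction and call, 9 changed sign, 29 passed the threshold only in the alternative and 10 passed it only in the main test.

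Depth limits the genes with few fragments. Of the tested genes, 203 had fewer than 10 fragments per library on average, and thinning to the smallest library kept 95.8% of the called genes.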

Other observations

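The tests on the sex of the animals, on Nnt, on PGRN KO replicate 6, on B cell and mast cell markers, on transcription factor genes, on the window of 10 Mb around Grn taken alone and on the called genes that stay lower under other scalings were chosen after the results were seen. Thinning and the correction for GC content and gene length were also chosen after seeing the data, and so was S100a9 as the gene that weighs neutrophils. The regrouping of libraries, the share of all called genes that lie near Grn and the comparison of lymphocyte marker lists were planned, although the use of these lists for the genes called higher was not.

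Chance cannot be excluded by regrouping, because 3 against 3 libraries make only 10 splits. Of these, 1 split, the real one, gave as many genes past the threshold, and the other splits gave 0 or 1 gene with limma, with 53 to 241 genes at an unadjusted p under 0.05.

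Several technical explanations for the 2151 called genes were argued against by the tables. Depth hardly differed between the groups, at 16907608 ± 811029 counted fragments in WT and 17071110 ± 478695 in PGRN KO (SD). Thinning to equal depth could therefore change little, and it kept 95.8% of the called genes. The correction for GC content and gene length kept 93.2% of them. Variants carried along with the Grn locus, from the strain in which the knockout was made, could alter genes near it. Of the called genes, 2.09% lay within 10 Mb of Grn. This share was bound to be small, since the window held only 162 tested genes besides Grn. Variants that alter genes near them therefore cannot account for most of the 2151 calls. Whether variants in the window altered genes elsewhere was not tested. Within that window 27.8% of tested genes were called, against 24.1% elsewhere (Fisher's exact test, two-sided, p = 0.308), so that for the 45 called genes in the window such variants cannot be told apart from an effect of PGRN, as single genes were not resolved. Ddx3y, on the Y chromosome, was at 8.16 FPKM or more and Xist near 0 in every library, which argues against a difference in sex. Nnt, a gene lost in some C57BL/6 substrains, was at most 0.0551 FPKM in every library. This argues against a difference at that gene and says nothing about other substrain variants. The study states that PGRN KO mice were bought from the Jackson Laboratory and WT mice from Chongqing Medical University. Genotype thus cannot be told apart from the origin of the mice in any comparison here.

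Cells other than macrophages were weighed with marker lists written before the values were seen. S100a9, which neutrophils express in abundance, was at most 0.443 FPKM in any library, which argues against another share of neutrophils. Of the 3 tested genes of that list, S100a8 and Mmp9 were significantly lower in PGRN KO, with log2 fold changes of -1.07 and -1.08, and Mmp8 was not (-0.06). Which cells these transcripts came from was not tested. Added lymphocytes would lower all macrophage transcripts by a common factor. The share of called genes that were lower depended on scaling, but under the scaling that left fewest, the TPM scale, 557 of 1494 called genes were still lower while the median log2 fold change of all tested genes was 0.035, which argues against added lymphocytes as the whole cause. For the genes called higher, the lymphocyte lists did not rise alike, T and NK cell markers 1.58 times and B cell markers 4.02 times. They lay apart by more than the spread, which argues against a common rise of lymphocytes, but B cells alone can differ. In a comparison made after the results were seen, Igkc, the highest B cell marker, was at 17.6 ± 5.24 FPKM in PGRN KO. Interferon-stimulated genes had a WT median of 66 FPKM and a median log2 fold change of 0.71. These values argue against B cells as the whole source of that rise. For genes called higher at a level like that of Igkc or lower, a share of B cells cannot be told apart from an effect of PGRN in the same cells. The macrophage list went both ways, with Mertk significantly higher and Csf1r significantly lower.

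B cell transcripts were nevertheless higher in PGRN KO. Fragments from the list of 10 B cell genes made up 14.7 ± 0.81 per 1000000 counted fragments in WT and 58.9 ± 5.83 in PGRN KO (SD, n = 3 each), 4.02 times as many. All 5 tested B cell genes (Cd79a, Cd79b, Ighm, Igkc and Fcmr) were significantly higher, Ighm with 3.48 FPKM in WT and 13.4 FPKM in PGRN KO. The mast cell genes Cma1 and Tpsb2 were also higher, from 0.789 to 4.21 and from 1.08 to 5.14 FPKM. Below the filter, Cpa3, Tpsab1, Mcpt4 and Fcer1a had 28, 3, 2 and 2 fragments in WT. In PGRN KO they had 108, 33, 21 and 11, and the groups did not overlap. Kit had 150 fragments in WT and 99 in PGRN KO. Hdc, which gave most fragments of that list, was unchanged at 8.43 and 8.48 FPKM, so the list total hides these rises. The fewest fragments of a called B cell or mast cell gene in a PGRN KO library were 31, so counting noise in a few fragments is not the source. A lower share of macrophages would raise every other type alike. T and NK cell markers were 1.58 times as high and dendritic cell markers 0.643 times, apart from the B cell list by more than the spread. Of the 5083 dendritic cell fragments in WT, Ccr7 and Ccl22 gave 2814 and 1616. These ratios argue against an equal rise of all other cells only. A rise of several cell types together, mast cells among them, is not excluded. A small extra share of B cells in the PGRN KO preparations and higher expression of these genes in the same cells cannot be told apart, since the ratio of 4.02 is the pattern itself. Whether either would follow genotype or the preparation of the cells was not tested, as the labels do not say how preparations were shared between libraries. The list for mesothelial cells and fibroblasts, none of whose genes passed the filter, had 2.71 times the fragments of WT. This rested on the fibroblast genes Col1a1, Col1a2, Col3a1 and Dcn, the last with 140 fragments in WT and 420 in PGRN KO, whereas the mesothelial genes Msln, Upk3b, Krt8, Krt18 and Krt19 each had fewer fragments in PGRN KO. Fragments of the lists for mast cells were 1.25 times, neutrophils 0.771 times, resident peritoneal macrophages 1.10 times and macrophages 1.02 times the WT value.

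PGRN KO replicate 6 stood apart from PGRN KO replicates 4 and 5. The SD over genes of its log2 difference was 0.460 and 0.456 from these libraries, against 0.223 between them and 0.233 on average between WT libraries. Its depth of 17291015 fragments lay within the range of the others, and Grn was at 0.0167 FPKM, so that neither depth nor a WT library under a PGRN KO label is the source. The spread was 2.06 times that between replicates 4 and 5, and still 1.73 times after the correction for GC content and gene length, so the length trend may account for a part of the deviation and not all of it. The change from replicate 4 to replicate 6 did not follow the change from WT to replicate 5 (squared correlation across genes 0.001), which argues against a larger genotype effect in this library. RNA integrity, library preparation and the state of the cells stay open, as none was tested.

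A further pattern concerned genes that the deposited table assigns to a transcription factor family. Of 460 tested, 122 were called, 103 of them lower in PGRN KO (84.4%), against 55.5% of the other called genes. The share depended on scaling, with 65.5% (38 of 58) against 36.1% on the TPM scale and 67.5% (54 of 80) against 35.7% with the sum of counted fragments as library size. These genes had longer models, with a median of 5384 bases against 3783. After the correction for GC content and length the share was 76.6%, against 49.7% of other called genes. Without PGRN KO replicate 6 and without that correction it was 80.6%, against 59.7%. With the correction and without this replicate it was 73.0%, against 51.8%. The difference was 20.9 percentage points or more under every setting run. Neither the length trend nor that library accounts for the whole pattern, and a lower level of many regulatory transcripts in PGRN KO macrophages after 6 hours is a hypothesis that may be worth testing in unchallenged cells.

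The text of the study describes higher Dectin-2 transcripts in PGRN-deficient macrophages by another method. Clec4n was not higher here, with a log2 fold change of -0.16, and was lower without PGRN KO replicate 6, at -0.28. That measurement is described for bone marrow-derived macrophages with and without heat-killed fungus, at another ratio of fungus to cells, whereas per the labels these libraries came from peritoneal macrophages challenged with live fungus for 6 hours. The measurements are thus not of like conditions, and the difference was not tested further. The study also reports more Dectin-2 protein on the surface of PGRN KO macrophages by flow cytometry, and less after PGRN was added. Protein was not measured here, so the transcript values do not bear on that evidence.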
